# Comparison of goat and cow milk-derived extracellular vesicle miRNomes

**DOI:** 10.1038/s41597-023-02347-0

**Published:** 2023-07-19

**Authors:** Zuzana Krupova, Christine Leroux, Christine Péchoux, Claudia Bevilacqua, Patrice Martin

**Keywords:** miRNAs, RNA sequencing

## Abstract

miRNAs present in milk are mainly found in extracellular vesicles (EVs), which are nanosized membrane vesicles released by most of the cell types to ensure intercellular communication. The majority of the studies performed so far on these vesicles have been conducted on human and cow’s milk and focused on their miRNA content. The objectives of this study were to profile the miRNA content of purified EVs from five healthy goats and to compare their miRNome to those obtained from five healthy cows, at an early stage of lactation. EV populations were morphologically characterized using Transmission Electron Microscopy and Nanoparticle Tracking Analysis. The presence of EV protein markers checked by Western blotting and the absence of contamination of preparations by milk proteins. The size distribution and concentration of bovine and goat milk-derived EVs were similar. RNA-sequencing were performed, and all sequences were mapped to the cow genome identifying a total of 295 miRNAs. This study reports for the first-time a goat miRNome from milk EVs and its validation using cow miRNomes.

## Background & Summary

Milk is the main source of nutrients for newborn mammals, and is thought to play an important role in the development of the young immune system^1^. However, the mechanisms driving milk immune influence are still poorly understood and may be mediated by cells and bioactive molecules present in milk, including microRNAs (miRNAs). miRNAs are small non-coding RNAs (17–25 nucleotides long), highly conserved across species^2^, that post-transcriptionally regulate the expression of at least up to 60% of human genes, thus influencing many cellular processes, such as cell differentiation, proliferation, and cell death^3–5^. Milk miRNAs are, to some extent, packaged within extracellular vesicles (EVs) that are present in large amounts in milk^6,7^, and are, in such a way, protected from degradation in the gastrointestinal tract^6,8^. Therefore, they can survive digestion, be taken up by intestinal epithelial and immunologic cells in which they may be functionally active^9,10^. Thus, the survival of EV miRNAs and their influence on many biological processes make them crucial actors in the young and adult milk consumer health^8,10–12^. Whereas the repertories of miRNAs (miRNome) of human and cow’s milk EV were yet rather well described^13–16^, little is known in contrast on the miRNome of goat milk-derived EVs^17^. The objectives of this study were to determine the miRNome of milk-derived EVs from goat, and compare it with that of cow.

This study reports to our knowledge the first-time a goat miRNome from milk EVs and its validation using cow miRNomes. An average of 239 and 163 miRNAs were found with more than 1 Tag Per Million (TPM) in the cow and goat milk-derived EVs, respectively. The first 36 most abundant miRNAs present in goat milk-derived EVs accounted for 95% of TPM miRNAs. The miRNomes of the two ruminant species studied were very similar and among the TOP 10 most abundant miRNAs, 7, including the first 4 (*miR-148a*, *miR-21-5p*, *miR-26a* and *miR-30a-5p*) were common. These data were compared to published data on EVs from human and cow’s milk. Several abundant miRNAs were shared between species, such as *miR-148a*, *miR-21-5p*, *let-7a-5p*, *miR-200a-3p* and *miR-30d-5p*.

## Methods

### Materials

Since we did not perform any experiment on animal, no ethical approval was required for this study. Individual milk samples (100 mL each) were collected from five primiparous Alpine goats and five Holstein Friesian cows, at early lactation stages, 26 ± 9 days postpartum and 30 ± 7 days postpartum, respectively. Animals were reared in experimental farms of the Institut National de la Recherche pour l’Agriculture, l’Alimentation et l’Environnement (INRAE) at Domaine de Galle, 18520, Avord for goats, and at Domaine du Pin-au-Haras, 61310 Exmes, for cows. Preservatives [potassium dichromate: 0.05 g/L, 10 mM ε-amino caproic acid, and 10 μM phenylmethylsulfonyl fluoride (PMSF)] were added to milk immediately after milking to prevent proteolysis. Whole milk in 50 mL Falcon tubes were stored on ice during transport to the lab (1 hour). Depletion of somatic cells and milk fat was performed by centrifugation at 2,000 *g*, 15 min, 4 °C. Further, the second centrifugation of milk supernatant at 3,000 *g* for 30 min at 4 °C (Allegra X-15R, Beckman Coulter, France) was performed after transfer of liquid phase to a new tube with objective to eliminate the cell debris. The supernatant of skimmed and cell-free milk thus obtained was transferred to another 50 mL Falcon tubes and frozen at −80 °C before subsequent analysis.

### Isolation of bovine and goat milk-derived EVs using sucrose gradient ultracentrifugation

Isolation of milk-derived EVs as well as their validation and exo-RNA isolation were performed as follow. Skimmed milk samples stored previously at −80 °C were incubated in a water bath at 37 °C for 45 min. This step allows the reintegration of the free beta casein from the soluble phase into the casein micelles. The whey was obtained after acid precipitation by adding 10% (v/v) of 10% acetic acid, followed by incubation in a water bath at 37 °C for 10 min. Furthermore, an additional step specific for the treatment of goat milk characterized by a lower isoelectric point of caseins was performed by adding 1% (v/v) of 50% acetic acid to pre-treated goat milk samples. The mixture was incubated in water bath at 37 °C for 10 minutes. Coagulated milk samples were mixed shortly and 10% (v/v) of 1 M sodium acetate was added followed by incubation for 10 minutes at room temperature (RT). The major milk proteins (caseins) were pelleted by centrifugation at 1,500 *g*, 4 °C for 15 min. The whey fraction was filtered using vacuum-driven filtration system Steritop, 0.22 μm (Merck Millipore, France). Next, the cleared whey supernatants were concentrated using Amicon-15 100 kDa centrifugal filter units (Merck Millipore, France) at 4,000 *g* and 20 °C while obtaining the final volume of 6–8 mL. To pellet the EVs, the obtained concentrated retentate was ultra-centrifuged at 120,000 *g* for 1h10 at 4 °C using 50Ti rotor (Optima XPN-80, Beckman Coulter, France). The enriched EV’s pellets were resuspended in 500 μL of PBS 1x,then loaded at the top of 11 mL of pre-prepared sucrose gradient with decreasing sucrose concentration from 5% (on the top) to 45% (on the bottom) and ultra-centrifuged using SW41 rotor at 200,000 *g* for 18 h at 4 °C (Optima XPN-80, Beckman Coulter, France). Whole tube volume was fractionated into 1 mL fractions. The fractions 10–12 containing targeted EV populations were collected and diluted in 6 mL of PBS 1x,then centrifuged at 100,000 *g* using 50Ti rotor for 1h10 at 4 °C (Optima XPN-80, Beckman Coulter, France). The pellets were resuspended in 50 μL of PBS 1x. The resuspended pellets of fractions 10–12 were pooled and stored at −80 °C, until further analysis.

### Transmission electron microscopy (TEM) with uranyl acetate negative staining

The extracellular vesicles were analyzed after deposition of 4 µL of suspension on a 300-mesh copper grid covered with a carbon film membrane for 5 min, then stained with 1% uranyl acetate after absorption of the excess contrasting liquid and dried at room temperature. The grids were observed on a Hitachi HT7700 transmission electron microscope operated at 80 kVolts (Milexia). Images were acquired using a charge-coupled device camera (AMT).

### Nanoparticle Tracking Analysis (NTA) of milk-derived EVs by Nanosight NS300 (Malvern)

Particle concentration and size distribution were determined using a Nanosight NS300 instrument (Malvern, version NTA 3.2 Dev Build 3.2.16). The instrument was equipped with a Blue 405 nm laser, automatic syringe pump, sCMOS camera type and the NTA software v3.2. The capture settings were as follow: camera level of 12, Slider shutter of 1200, Slider gain of 146, and syringe pump speed of 50. Per sample, three videos of 90 seconds with a frame rate of 30 frames/sec were captured at constant acquisition temperature of 25 °C and subsequently analyzed with a threshold set up at 5. The NTA experiments were carried out with pre-diluted milk-derived EV samples in PBS 1x according to input sample concentrations, The obtained results were validated with at least 1,000 valid tracks for each triplicate.

### Bradford protein assay

One microliter of each EV sample was used to measure the protein concentration with a Bradford Protein Assay kit (Thermofisher). A standard linear curve was set up using BSA (Thermofisher). The protein quantification was achieved thanks to the reaction of proteins with a Coomassie Protein Assay reagent (Thermofisher). Absorbance measurement (OD) was performed in the visible spectrum at 595 nm on a spectrophotometer UVmini-1240 (Shimadzu).

### Western blot analysis

Western blotting (WB) was performed to validate the presence of known EV markers such as CD81 and hsp70 as well as to control the possible contamination by caseins. For this purpose, the presence of β-CN was also investigated. Twenty µg of EV proteins, corresponding approximately to a volume of 4-5 µL of bovine and goat EV samples were mixed with a denaturating solution of 4X Laemmli Buffer (Bio-Rad) and 10% β-mercaptoethanol prior to be heated for 10 min at 95 °C. Once cooled on ice, the protein samples were loaded onto a pre-cast 4–12% gradient polyacrylamide gel (Bio-Rad), and, after migration (15 mA/gel) in 1X TGS at 4 °C for 1 hour, subsequently transferred to a nitrocellulose membrane using Transblot Turbo system (Bio-Rad). The membrane was then blocked with 5% BSA + 0.05% Tween for 1 hour at room temperature. The membranes were thereafter exposed to anti-hsp70 and anti-CD81 rabbit primary antibodies (1:1000 in 5% BSA + 0.05% Tween, SBI) and to anti-β-casein rabbit polyclonal antibody (1:300 in 5% BSA + 0.05% Tween, Thermofisher) at 4 °C overnight. After incubation, several washing steps of the membranes with 0.05% Tween in TBS were applied. The membranes were subsequently incubated for one hour at room temperature with the goat anti-rabbit HRP secondary antibody (EXOAB-KIT, SBI) diluted 1:20000 in 5% BSA + 0.05% Tween TBS and washed. The chemiluminescence ECLPlus 2 kit (Pierce) was applied to the membranes 5 min prior imaging. Imaging was performed using ChemiDoc Touch Imaging System (Bio-Rad) equipped with CCD LAS1000 camera.

### RNA isolation

Total RNAs, including small RNAs were isolated from EV samples using an optimized mirVana Total *RNA Isolation* Kit (Life Technologies) with some modifications: firstly, Trizol LS Reagent (Ambion) was used for initial cell disruption instead of mirVana Phenol Lysis Reagent, followed by chloroform addition, ethanol precipitation (sample: 100% ethanol ratio of 1:1.25, v/v) and mirVana kit columns (Thermofisher) fractionation. Glycogen (1 µL per 800 µL of lysate) was added to improve RNA recovery. To obtain high quality RNA, a DNAse I treatment (Qiagen) was performed on columns for 15 min at RT according to manufacturer’s instructions. Finally, the RNAs were eluted in 50 µL of Elution buffer, then quantified by Bioanalyzer 2100 instrument (Agilent) using Pico chip and ND-1000 NanoDrop™ Spectrophotometer (Thermofisher).

### Small RNA library preparation and Next Generation RNA sequencing

MicroRNA NGS libraries were performed from 100 ng of total RNA using NEBNext library generation kit (New England Biolabs Inc.) according to the manufacturer’s instructions. Adaptors were ligated to the 3′ and 5′ of each RNA and converted into cDNA. A pre-amplification was carried out with specific primers for 15 cycles. After a purification using QiaQuick columns, the insert efficiency was evaluated on high sensitivity DNA chip using a Bioanalyzer 2100 instrument (Agilent). A size fractionation of obtained libraries was performed on a LabChip XT (Caliper Life Sciences) and bands corresponding to adaptors with 15–40 bp insert were excised using the manufacturer’s instructions. Sample quantifications were performed using qPCR. Based on quality and quantity of the inserts, the libraries were pooled in equimolar concentrations. An optimal concentration of the library pools determined by qPCR was used to generate the clusters on the flow cell surface before sequencing. Samples were sequenced on the Illumina NextSeq 500 system, according to the manufacturer instructions (Illumina). Sequencing data quality control (Q-score: QC), and adapter trimming were performed prior sequence mapping using miRbase 20. Because bovine is a phylogenetically related species of goat and has a higher number of miRNAs, the following results were based on the annotations obtained using *Bos taurus* as reference genome^18^.

Putative novel miRNAs were predicted from the sequences that did not map to any organism present in miRbase, or to other known RNA sequences. miRPara^19^ was used to analyze the potential folding of these sequences. These results were combined to identify 180 putative novel miRNAs (see raw data).

## Data Records

### Read data

The RNA-seq profiling was successfully completed for the 9 samples (one goat sample did not pass the RNA quality control). 

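The deposited values cover milk-derived EVs of 9 animals, 5 cows (B1, B2, B3, B20 and B62) and 4 goats (C_017, C_044, C_079 and C_127), with 1 library per animal. Each library holds small RNAs of a vesicle preparation, made from skimmed milk depleted of cells, so a value describes the RNA of that preparation, and how much of it lay inside vesicles was not tested here. The authors trimmed the reads, mapped them with the bovine sequences as reference for both species, counted the tags falling on bovine miRBase entries and normalized them as TPM. The table lists 296 bta-miRNA entries with their mature sequence, and its TPM are whole numbers. The listed miRNAs added up to 239233, 254807, 369984 and 406336 TPM in the goats, and to 267316, 280055, 305599, 409109 and 420029 TPM in the cows. The mean was 317590 ± 83071 TPM (SD, n = 4) in goats and 336422 ± 72761 TPM (SD, n = 5) in cows, and the difference did not pass a two-sided exact permutation test (p = 0.690). The paper gives mean read numbers by species, higher for goats, but none per library, and the reads behind each library cannot be recovered from TPM, so counting error could not be computed and values of a few TPM are coarse. No 2 libraries of a species held the same values. From these TPM, species were compared on log2(TPM + 1) with limma for the 217 miRNAs above 1 TPM in at least 4 libraries, with Benjamini-Hochberg adjustment, and values per animal were compared with two-sided exact permutation tests. The smallest p such a test can give is 0.00794. Fold changes on the log2(TPM + 1) scale understate the change of miRNAs at low TPM. Species was not separable from farm, breed and the acetic acid step applied to goat milk, since each of these differed between the species as a whole. Goat reads alone were also counted on the reference of another species, the bovine one. The paper calls the goats primiparous and states no parity for the cows.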

On average 11.6 million reads were obtained per sample with an average of 12.8 and 10.8 million of reads for *Capra hircus* and *Bos taurus* samples, respectively. The data were accessible with the GEO accession number: GSE227559^20^ and at Figshare number 21997106^21^.

### Identified microRNAs

After mapping the data on the bovine genome and counting to relevant entries in miRBase 20 the numbers of known microRNAs was determined. 

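Of the 296 bta-miRNA entries, 213 were found in both species, 49 only in goats and 34 only in cows. A core of 155 entries was present in each of the 9 animals. Among the goat-only entries, 31 were found in all 4 goats, and those with the highest levels were miR-494 at 53.8 ± 16.5 TPM (SD, n = 4), miR-452 at 28.2 ± 6.90 TPM and miR-10a at 18.5 ± 8.39 TPM. Of the cow-only entries, 14 were found in all 5 cows, led by miR-2285t at 709 ± 327 TPM (SD, n = 5), miR-2419-5p at 71.8 ± 53.4 TPM and miR-6524 at 37.0 ± 12.6 TPM. Most other one-species entries were scarce, and only 7 goat-only and 8 cow-only entries reached a mean of 10 TPM. In the whole table 29 entries never exceeded 1 TPM and 13 entries were seen in a single library. An entry listed at 0 may lie below the rounding of the table, and no number of reads is given per library to set its detection limit. A bovine entry with no matching goat sequence could also be listed at 0 in goats, which was not tested on goat sequences. The paper gives mean read numbers by species, higher for goats, so deeper goat libraries may have added to the goat-only entries, which could not be tested.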

Taking into account all 9 samples (5 cows and 4 goats) of milk-derived EVs analyzed, a total of 295 miRNAs were identified. 

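More miRNAs passed 1 TPM in each goat than in any cow. The numbers were 204, 209, 216 and 221 in goats (mean 212.5 ± 7.51, SD, n = 4) and 168 to 188 in cows (mean 180.4 ± 8.53, SD, n = 5), a difference of 32.1 miRNAs (two-sided exact permutation test, p = 0.00794). The TPM are whole numbers, so these numbers leave out values written as 1. Taking values of 1 TPM and above, which is every nonzero value, goats ranged from 228 to 247, all above the cows (mean 212.8 ± 8.50, SD, n = 5). The miRNAs found in goats and listed at 0 in cows included miR-10a, miR-452, miR-494, miR-543, miR-370, miR-487b and miR-708. Above 10 TPM the species were closer and their ranges overlapped, with 139, 143, 149 and 149 miRNAs in goats (mean 145.0 ± 4.90, SD, n = 4) and 129 to 140 in cows (mean 134.2 ± 4.97, SD, n = 5). This difference of 10.8 miRNAs passed the two-sided exact permutation test (p = 0.0476), and leaving out any animal other than goat 127 brought p above 0.05, up to 0.0857 in the same exact test. Taking values of 10 TPM and above, goats ranged from 143 to 154 (mean 148.5 ± 5.32, SD, n = 4), all above the cows (mean 137.4 ± 4.34, SD, n = 5; two-sided exact permutation test, p = 0.00794). When TPM were rescaled to the total of the listed miRNA tags, the difference above 10 TPM was 26.2 miRNAs. The higher mean read number the paper gives for goats may have added to the numbers near 1 TPM, which could not be tested.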

Goat samples displayed higher call-rates (number of identified known *bta*-miRNAs) than cow samples, ranging between 228 and 247, and 143 and 154 for number of counts > 1 TPM and > 10 TPM, respectively (Fig. 1).

**Fig. 1:**
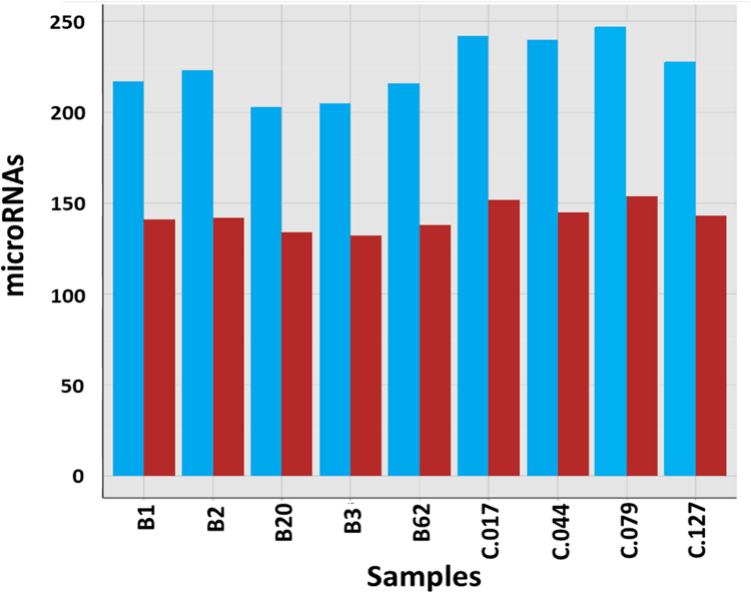
Number of identified known *bta*-miRNAs with number of counts (>1TPM per sample in blue bars and >10TPM per sample in red bars). Samples from bovine and caprine milk were identified as B and C, respectively.

### Most highly expressed miRNAs

In this study, the most widely represented miRNA (number one), with a mean TPM above 50,000 in both goats (88,925) and cows (123,755) is *miR-148a*. 

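miR-148a, of mature sequence TCAGTGCACTACAGAACTTTGT, ranked first in each of the 9 animals. Its level was 88926 ± 28756 TPM in goats (SD, n = 4; range 59495 to 128040) and 123755 ± 31081 TPM in cows (SD, n = 5; range 98491 to 162321). The log2 fold change, goat minus cow, was -0.50 (standard error 0.28), and it did not pass the test (adjusted p = 0.139, limma). As a share of the listed miRNA TPM, miR-148a took 28.0 ± 5.14% in goats (SD, n = 4) and 36.6 ± 2.06% in cows (SD, n = 5), and each goat had a lower share than each cow (two-sided exact permutation test, p = 0.00794). Its relatives miR-148b and miR-152, which carry the same seed, were far less abundant, and neither passed the test, with log2 fold changes of 0.12 and -0.34 (adjusted p = 0.701 and 0.337, limma). With median-of-ratios scaling, miR-148a (adjusted p = 0.00822, limma) and miR-152 (adjusted p = 0.0465, limma) were lower in goats, and after scaling to the listed tags miR-148a was (adjusted p = 0.0171, limma).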

The four first miRNAs are the same in goat and cow, *miR-21-5p* at rank 2, positions 3 and 4 being reversed (*miR-26a* and *miR-30a-5p*). *miR-146b*, which ranks 5th in the goat species, is only 69th in the bovine species with a 150-fold lower level of expression (Table 1). 

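miR-21-5p, miR-26a and miR-30a-5p, at ranks 2 to 4, did not pass the test between the species on the deposited TPM. miR-21-5p reached 32004 ± 17064 TPM in goats (SD, n = 4) and 29604 ± 10464 TPM in cows (SD, n = 5), with an adjusted p of 0.935 (limma). miR-26a stood at 20090 ± 5783 TPM in goats and 18977 ± 4110 TPM in cows (adjusted p = 0.837, limma), and miR-30a-5p at 16856 ± 4264 TPM in goats and 21947 ± 4551 TPM in cows (adjusted p = 0.209, limma). miR-30a-5p passed it, as lower in goats, after scaling to the listed tags (adjusted p = 0.0485, limma) and with median-of-ratios scaling (adjusted p = 0.00721, limma). It was above miR-26a in each of the 5 cows and below it in each of the 4 goats. miR-146b, a member of the miR-146 family, which acts on innate immune signalling, stood apart. It was at 14286 ± 5041 TPM in goats (range 7377 to 18089) and at 103 ± 16.7 TPM in cows (range 83 to 125), with rank 5 in goats and rank 68 in cows. The ratio of the means was 139, and the log2 fold change was 7.03 (standard error 0.28, adjusted p = 2.81e-11, limma). miR-146a, of the same seed, was also higher in goats, at 81.2 ± 27.3 TPM against 2.40 ± 2.19 TPM, a log2 fold change of 4.73 (standard error 0.42, adjusted p = 1.00e-07, limma). Whether reads of the far more abundant miR-146b were counted on miR-146a was not tested.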

The same is true for *miR-224* and *miR-378*, which rank 190 (*vs*. 36 in goats) and 53 (*vs*. 17 in goats) respectively, with expression levels 800 and 100 times lower in bovine than in caprine. 

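In the 4 goats miR-224 ranged from 624 to 1081 TPM (mean 815.8 ± 193, SD) and in the 5 cows from 0 to 2 TPM (mean 1.00 ± 0.71, SD). Its rank was 37 in goats and 196 in cows. The log2 fold change was 8.73 (standard error 0.33, adjusted p = 1.45e-11, limma). The ratio of the means, 815.8, rests on cow values of whole TPM near 0, and it moved between 653 and 1088 when 1 animal was left out. miR-452, which neighbours miR-224 in the ARS-UCD2.0 bovine assembly, was at 28.2 ± 6.90 TPM in goats and listed at 0 in all 5 cows. miR-3431, the other neighbour of miR-224 there, was at 446.8 ± 109 TPM in goats and 0.80 ± 0.84 TPM in cows, a log2 fold change of 8.06 (standard error 0.36, adjusted p = 9.19e-11, limma). miR-378, encoded within the gene of the metabolic coactivator PGC-1beta, was at 3318 ± 825 TPM in goats (rank 17) and 318 ± 166 TPM in cows (rank 51). The ratio of the means was 10.4 and the log2 fold change 3.48 (standard error 0.34, adjusted p = 3.21e-07, limma). All 4 tested entries of the miR-378 family were higher in goats, including miR-378c at 169 ± 43.9 TPM against 16.6 ± 8.11 TPM. miR-378b and miR-378d, at 4.25 and 3.0 TPM in goats, were listed at 0 in every cow. Their direction was thus fixed by the filter, above 1 TPM in at least 4 libraries. Whether entries of this family share reads was not tested, so they may not be independent. Each goat exceeded each cow for miR-224, miR-378 and miR-146b.

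**Figure D1:**
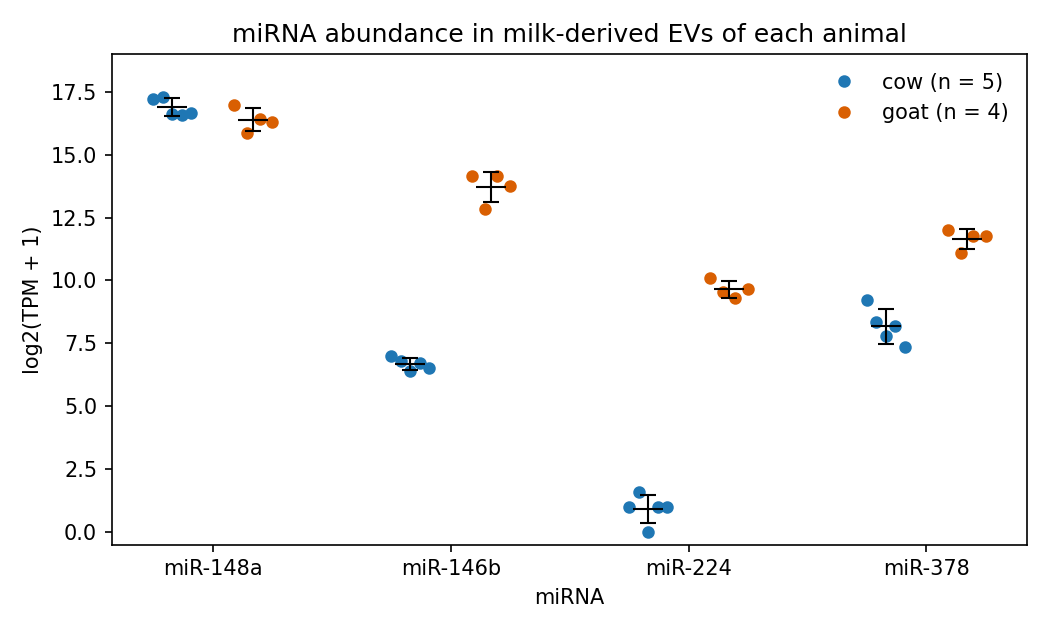
Abundance of miR-148a, miR-146b, miR-224 and miR-378 in each animal, as log2(TPM + 1), with cows in blue and goats in orange; the horizontal bars are means and the error bars SD. The goat and cow points overlap for miR-148a and are separate for the other miRNAs, with miR-224 at 0 to 2 TPM in cows.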

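Across all 217 miRNAs tested, 133 differed between the species at an adjusted p under 0.05 (limma), 81 higher and 52 lower in goats. For tested entries at 0 in all animals of a species, the filter, above 1 TPM in at least 4 libraries, fixed the direction. Among the 155 miRNAs above 0 in all libraries, 72 differed, 39 higher and 33 lower in goats. Among the largest increases in goats, besides miR-224, miR-3431 and miR-146b, were the leukocyte miRNAs miR-223 and miR-142-5p, and miR-494, miR-379, miR-127, miR-154c and miR-381. The largest decreases were miR-2285t, miR-2419-5p, miR-6524, miR-6522, miR-6120-3p, miR-6517 and miR-2336, which were listed at 0 in all 4 goats, and miR-215, miR-193a-5p and miR-3432a. miR-215 was at 2.50 ± 1.29 TPM in goats and 44.8 ± 21.1 TPM in cows (log2 fold change -3.60, standard error 0.45, adjusted p = 4.58e-06, limma). Of 11 leukocyte miRNAs tested, 8 were higher in goats and none was lower, and 8 were higher when adjusted over the list alone. They included miR-155, a regulator of lymphocyte and macrophage activation, at 401.5 ± 277 TPM in goats and 20.8 ± 9.28 TPM in cows, and miR-223 at 164 ± 171 TPM and 1.20 ± 1.30 TPM. Single goats carried part of these means, since without goat 17 the goat mean of miR-155 was 264 TPM and without goat 79 that of miR-223 was 82.7 TPM. miR-21-5p, miR-29a and miR-181b of the same list did not pass the test. In the cluster of miR-183, miR-96 and miR-182 all 3 members were lower in goats, also when adjusted over the list alone, with miR-182 at 116 ± 64.6 TPM in goats and 453 ± 114 TPM in cows. The miR-29 family had 3 of 5 entries lower, and the cluster of miR-532 and miR-660 had 4 of 5 lower, with the same counts when adjusted over the list alone. The lower miR-29 entries were miR-29b, miR-29c and miR-29d-3p. miR-29d-3p was scarce, at 0.75 TPM in goats and 2.6 TPM in cows. It passed the filter through cows alone, so its direction was in effect fixed. Among 7 epithelial markers tested, miR-205 was higher, miR-141 was lower and 5 did not pass the test, miR-200a, miR-200b and miR-200c among them. miR-205 averaged 17.5 TPM in goats and 0.2 TPM in cows. It passed the filter through goats alone, which fixed its direction. miR-200b was higher after scaling to the listed tags and miR-200c lower with median-of-ratios scaling. Of 10 let-7 entries, let-7i was higher (log2 fold change 1.79, standard error 0.32, adjusted p = 1.62e-04, limma), let-7b was lower and 8 did not pass. Adjusted over the list alone, 1 let-7 entry was higher and 0 were lower, and the call of let-7b was lost in 5 of the 9 runs with an animal left out. With median-of-ratios scaling 1 let-7 entry was higher and 4 were lower, and after scaling to the listed tags 4 were higher and 2 lower. The lists were tested as sets with fry, and 7 of 16 had an adjusted p under 0.05. Those higher in goats were the leukocyte markers, the miR-378 family, the miR-15/16 family (miR-16a and miR-16b higher, miR-15a and miR-15b not passing) and the endothelial and stromal markers. In the last list only miR-143 of 3 tested was higher, and the median log2 fold change was -0.04 with a mean of 0.97. In the miR-378 family the filter fixed the direction of miR-378b and miR-378d, which were at 0 in every cow.

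**Figure D2:**
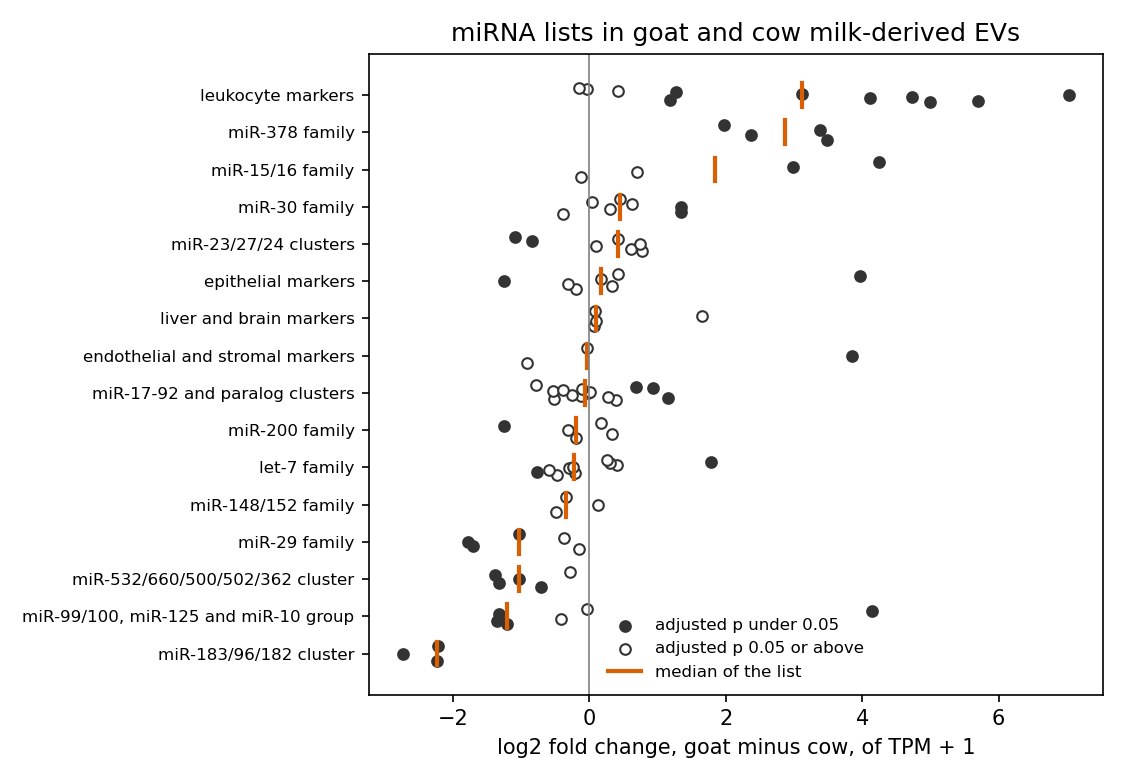
Log2 fold change, goat minus cow, of TPM + 1 for each tested miRNA of the lists with at least 3 tested entries; each circle is 1 miRNA, filled where the adjusted p was under 0.05, and the orange bars are list medians. The leukocyte markers have the highest median, 3.12, and the cluster of miR-183, miR-96 and miR-182 the lowest, -2.23.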

The data are accessible with GEO accession number: GSE227559^20^ and on figshare^21^.

**Table 1:** Comparison between bovine and caprine of the first 36 most abundant goat milk-derived EV miRNAs (average TPM of the 4 individuals) that account for 95% of TPM miRNAs.

	Goat		miRNA	Cow	
	mean TPM	rank		rank	mean TPM
**>50,000**	**88,925**	**1**	**bta-miR-148a**	**1**	**123,755**
***>10,000***	***32,004***	***2***	***bta-miR-21-5p***	***2***	***29,604***
	***20,090***	***3***	***bta-miR-26a***	***4***	***18,977***
	***16,856***	***4***	***bta-miR-30a-5p***	***3***	***21,947***
	***14,286***	***5***	***bta-miR-146b***	69*	***101***
	***13,021***	***6***	***bta-let-7a-5p***	***5***	***17,518***
	**12*,535***	***7***	***bta-miR-30d***	***12***	***8,13*9**
	***11,977***	***8***	***bta-miR-200a***	***6***	**13*,66*8**
	***11,937***	***9***	***bta-miR-200b***	***10***	***9,353***
	***10,907***	***10***	***bta-let-7f***	***11***	***8,152***
	***10,108***	***11***	***bta-miR-200c***	***7***	***12,112***
*>1,000*	*6,061*	*12*	*bta-let-7b*	*9*	*9,915*
	*4,928*	*13*	*bta-miR-99a-5p*	*8*	*10,852*
	*4,807*	*14*	*bta-let-7g*	*13*	*3,860*
	*3,823*	*15*	*bta-let-7i*	*28*	*1,065*
	*3,372*	*16*	*bta-miR-22-3p*	*14*	*3,689*
	*3,318*	*17*	*bta-miR-378*	53*	318
	*2,741*	*18*	*bta-miR-*19*1*	*19*	*1,873*
	*2,735*	*19*	*bta-miR-375*	*20*	*1,815*
	*2,611*	*20*	*bta-miR-92a*	*16*	*2,581*
	*2,179*	*21*	*bta-miR-151-3p*	*22*	*1,591*
	*2,143*	*22*	*bta-miR-423-3p*	*27*	*1,205*
	*1,845*	*23*	*bta-miR-423-5p*	*26*	*1,290*
	*1,834*	*24*	*bta-miR-27b*	*15*	*3*,25*0*
	*1,812*	*25*	*bta-miR-103*	*31*	*966*
	*1,575*	*26*	*bta-miR-181a*	*36*	*706*
	*1,543*	*27*	*bta-miR-186*	*21*	*1,717*
	*1,526*	*28*	*bta-miR-101*	*23*	*1,567*
	*1,435*	*29*	*bta-miR-320a*	*17*	*2,055*
	*1,415*	*30*	*bta-miR-26b*	*18*	*1,961*
	*1,059*	*31*	*bta-miR-*30*e-5p*	*30*	*1,038*
	*1,035*	*32*	*bta-miR-30c*	46*	*406*
	*1,031*	*33*	*bta-let-7c*	*24*	*1,542*
<1,000	934	34	bta-miR-27a-3p	33	791
	827	35	bta-miR-532	*25*	1,315
	815	36	bta-miR-224	190*	1

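The first 36 miRNAs by goat mean held 94.5% of the listed goat TPM, and the same 36 held 95.5% of the listed cow TPM. Per animal their share was 94.5 ± 0.32% in goats (SD, n = 4) and 95.5 ± 0.13% in cows (SD, n = 5). Most of them kept a high place in cows, since 32 ranked within the first 36 there too. The other 4 were miR-146b at cow rank 68, miR-378 at rank 51, miR-30c at rank 46 and miR-30f at rank 37. miR-30c was at 1034 ± 250 TPM in goats (SD, n = 4) and 406 ± 93.3 TPM in cows (SD, n = 5), a log2 fold change of 1.34 (standard error 0.26, adjusted p = 3.14e-04, limma). miR-30f, at 863 ± 149 TPM in goats and 643 ± 161 TPM in cows, did not pass the test (adjusted p = 0.140, limma), except, as higher in goats, after scaling to the listed tags (adjusted p = 0.0160, limma). miR-224 came next in goats, at rank 37. Further differences within the goat top were found for let-7i and miR-181a, with ratios of means of 3.59 and 2.23, and for miR-99a-5p, which was lower in goats at 4928 ± 1690 TPM against 10852 ± 1484 TPM (adjusted p = 1.43e-03, limma). miR-103 and miR-423-3p were also higher in goats (adjusted p = 0.00545 and 0.0126, limma). miR-27b, miR-532 and let-7b were lower (adjusted p = 0.0107, 0.0151 and 0.0427, limma). With an animal left out, let-7b lost its call in 5 of 9 runs, while miR-27b and miR-532 kept theirs in all 9.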

*Highlight values corresponding to higher ranks than 36 TPM in cow samples. The bold, bold italics, italics and standard depict the miRNAs detected with more than 50,000, between 50,000 and 10,000, between 1,000 and 10,000, and less than 1,000 TPM in goat, respectively.

## Technical Validation

### Morphological characterization of EVs populations

#### Transmission electron microscopy (TEM)

As shown in Fig. 2, milk-derived EVs appeared rather homogeneous in shape, in cow milk (A) as well as in goat milk (B), ranging in size between 30 and 150 nm. They were sometimes clustered in aggregates. Even though samples must be dehydrated before analysis no cell debris and minimal background were observed, revealing the efficiency of the purification procedure.

**Fig. 2:**
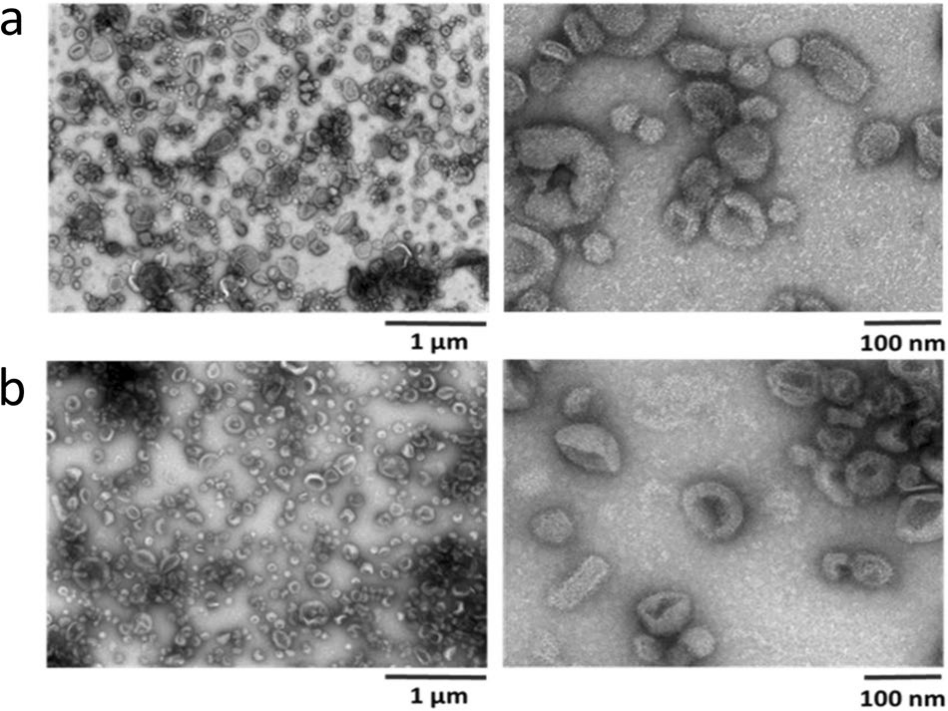
Transmission Electron Microscopy (TEM) with negative staining using uranyl acetate of bovine (**a**) and goat (**b**) milk-derived extracellular vesicles.

#### Nanoparticle tracking analysis (NTA) of EVs

Based on the NTA data obtained using Nanosight NS300 (Malvern), the average diameter of milk-derived EV (±standard error) was 165.00 ± 3.44 nm for cows, and 169.66 ± 3.65 nm for goats (Table 2). The distribution of mEV populations was “gaussian-like” for both species with a quite unique peak and a narrow range (Fig. 3), revealing a homogeneous population of particles both within and between species.

**Table 2:** Average size distribution and concentration of bovine and goat milk-derived extracellular vesicles determined from Nanosight S300 (Malvern) NTA data.

	Bovine milk-derived EVs		Goat milk-derived EVs	
	average	sd	average	sd
**Size distribution**	165.00	3.44	169.66	3.65
**Measured particle concentration of isolated EV population (nb of particles/mL)**	3.73E + 12	1.29E + 12	1.76E + 12	6.17E + 11
**Calculated particle concentration relative to 1 mL of milk (nb of particles/mL)**	8.28E + 09	2.87E + 09	3.92E + 09	1.37E + 09
**Protein concentration (µg/µL)**	6.63	0.39	4.10	0.61

The average protein concentration was estimated using Bradford Protein Assay.

**Fig. 3:**
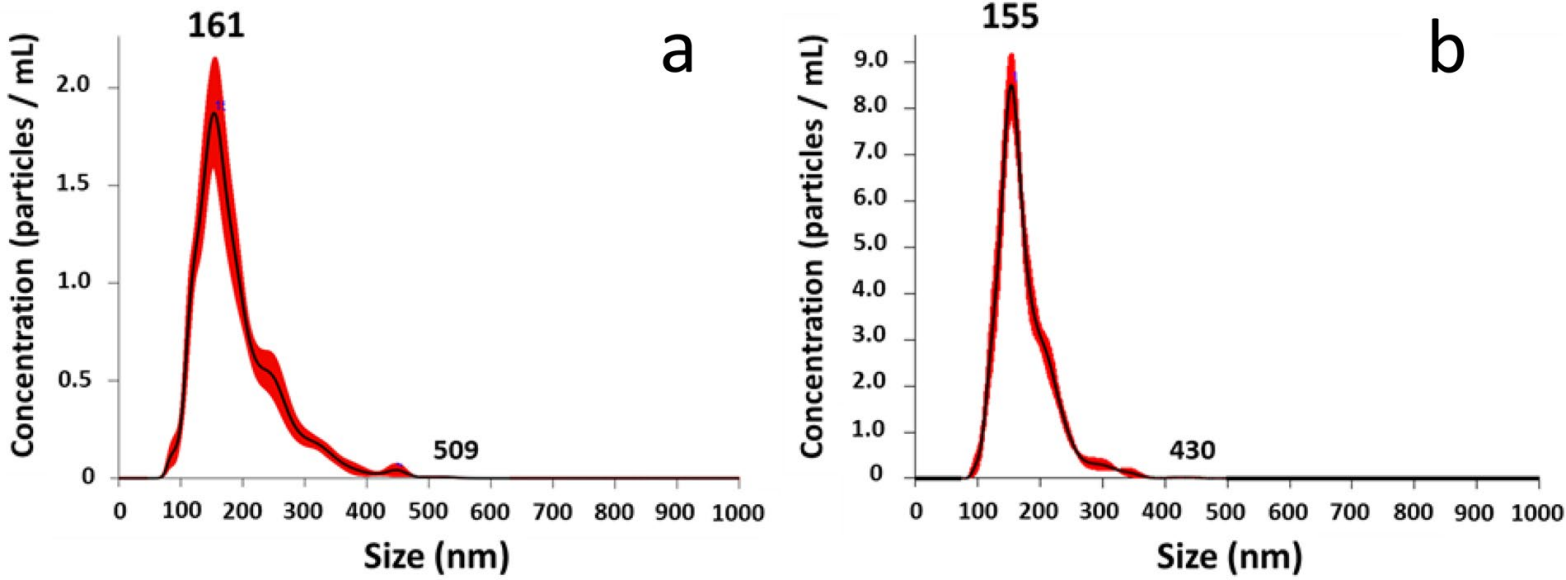
Typical profiles of size distribution evaluated by Nanosight S300 NTA (Malvern) of bovine (**a**) and goat (**b**) milk-derived extracellular vesicles. These profiles correspond to triplicate analyses of individual samples.

### Western blot analysis of proteins from EVs preparations

The presence of EV-associated markers (hsp70 and CD81) and the absence of milk protein contaminant were clearly demonstrated by Western Blotting (Fig. 4) both for EVs isolated from cow’s milk (1) and from goat’s milk (2).

**Fig. 4:**
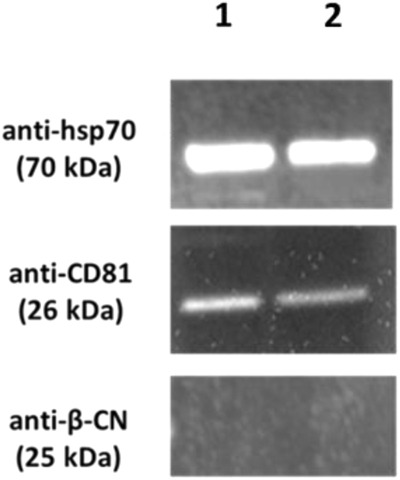
Western blot analysis of EV-associated markers and casein contaminant.

### Quality control of RNA samples

The Bioanalyzer RNA assay providing an objective measurement of RNA preparations quality and a sensitive analysis to resolve nucleic acid samples in the size range of 10 to 4000 nt was performed. However, it must be kept in mind that the RNA Integrity Number (RIN) is meaningless as long as the RNA preparation does not contain ribosomal RNA, which is an additional proof of the quality of the miRNA preparations. A typical result of quality control from goat milk-derived EV is given in Fig. 5.

**Fig. 5:**
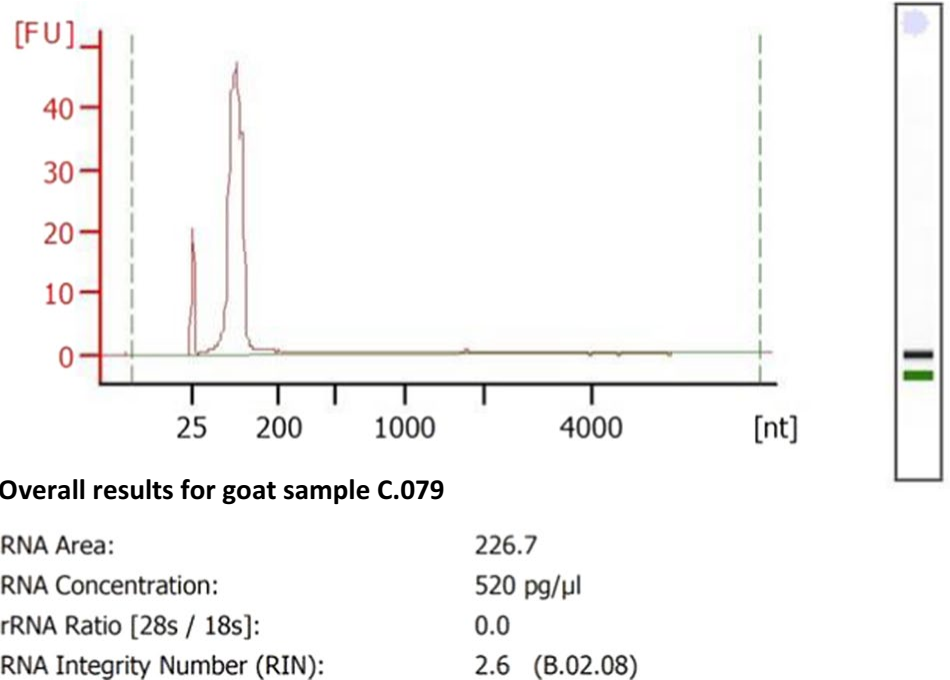
Gel-like image and electropherograms obtained with 1/10^th^ diluted RNA sample of goat milk-derived EVs.

### Validation of miRNA sequencing

#### Principal component analysis plot

Principal Component Analysis (PCA) was used to explore the naturally arising sample classes based on the expression profile. Here, by including the TOP 50 miRNAs that had the largest variation across all samples, an overview of how the samples cluster based on this variance was obtained. The data was normalized with tag per million (TPM) method and converted to a log2 scale. Then all features were filtered on “expressed in all samples” criteria and the 50 features with the highest coefficient of variation (% CV) selected for the analysis. The largest component in the variation is plotted along the X-axis and the second largest is plotted on the Y-axis. As shown in Fig. 6, the samples tend to cluster based on the organism (mainly along the second axis, *i.e*. second component in the variation), the first factor of variation being the individual intra-species variability (X-axis). Thus, PCA separated the samples according to their origin.

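From the 155 miRNAs present in all 9 animals, the 50 with the highest coefficient of variation of TPM were taken, and their log2(TPM + 1) values were centred. Of these 50, 26 were higher in goats, 16 were lower and 8 did not pass the test by limma. miR-155, miR-146b, miR-16b, miR-379, miR-127 and miR-146a had the highest coefficients of variation. The first component carried 87.9% of the variance and the second 5.39%. Species accounted for 98.8% of the variance of the first component, on which all 4 goats were apart from all 5 cows (two-sided exact permutation test, p = 0.00794), and for 0.00498% of the second (p = 0.992, same exact test). Scores on the first component ran from 8.90 to 12.2 in goats and from -10.3 to -7.78 in cows. On the second component the farthest apart were 2 goats, 127 at 4.88 and 79 at -3.61. On linear TPM, species took 85.3% of the first component. On linear TPM of the 50 miRNAs of largest SD, chosen after seeing the data, it took 30.5% (two-sided exact permutation test, p = 0.143). From the separation of the samples, the paper concludes that PCA sorts them by origin.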

**Fig. 6:**
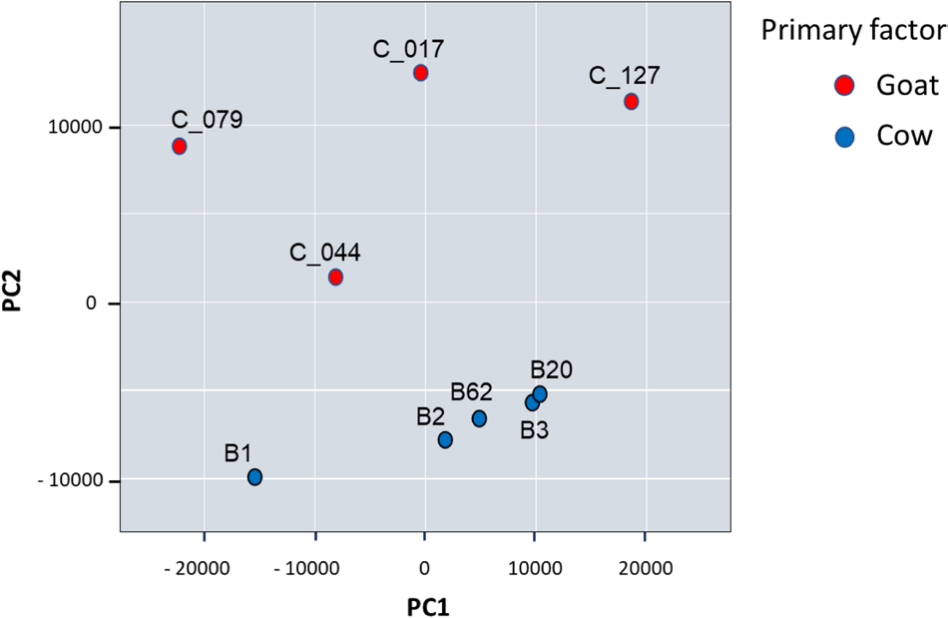
Principal component analysis plot. The PCA was performed on all samples passing QC (4 goat and 5 cow samples) using the TOP 50 miRNAs with highest CV (based on TPM normalized reads).

#### Heat map and unsupervised clustering

The heat map diagram shows the result of the two-way hierarchical clustering of miRNAs and samples (Fig. 7). The data is normalized with TPM method and converted to a log2 scale. Then all features are filtered on “expressed in all samples” criteria and the 50 miRNAs with the highest coefficient of variation (%CV) selected for the analysis. Each row represents one miRNA, and each column represents one sample. 

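With the same 50 miRNAs, standardized and clustered by Euclidean distance and complete linkage, the first split placed all 4 goats in 1 cluster and all 5 cows in the other, so that 0 animals fell outside their species. miRNAs that set goats above cows in this set included miR-146b, miR-155, miR-16b, miR-143, miR-378 and miR-342, and miR-215 set cows above goats. miR-143, abundant in smooth muscle and connective tissue, was at 304 ± 87.1 TPM in goats (SD, n = 4) and 19.8 ± 4.09 TPM in cows (SD, n = 5). miR-342 was at 72.0 ± 25.7 TPM in goats and 7.60 ± 3.29 TPM in cows. Distances between a goat and a cow ran from 10.3 to 14.0, above those between 2 goats (4.63 to 8.78) and between 2 cows (2.88 to 5.85). Over the 217 tested miRNAs, Spearman's rho across miRNAs, which are not independent replicates, was 0.67 to 0.77 between a goat and a cow, 0.95 to 0.98 between 2 goats and 0.97 to 0.99 between 2 cows.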

The color of each point represents the relative expression level of a miRNA across all samples: This analysis led to classifying the samples according to their organism of origin.

**Fig. 7:**
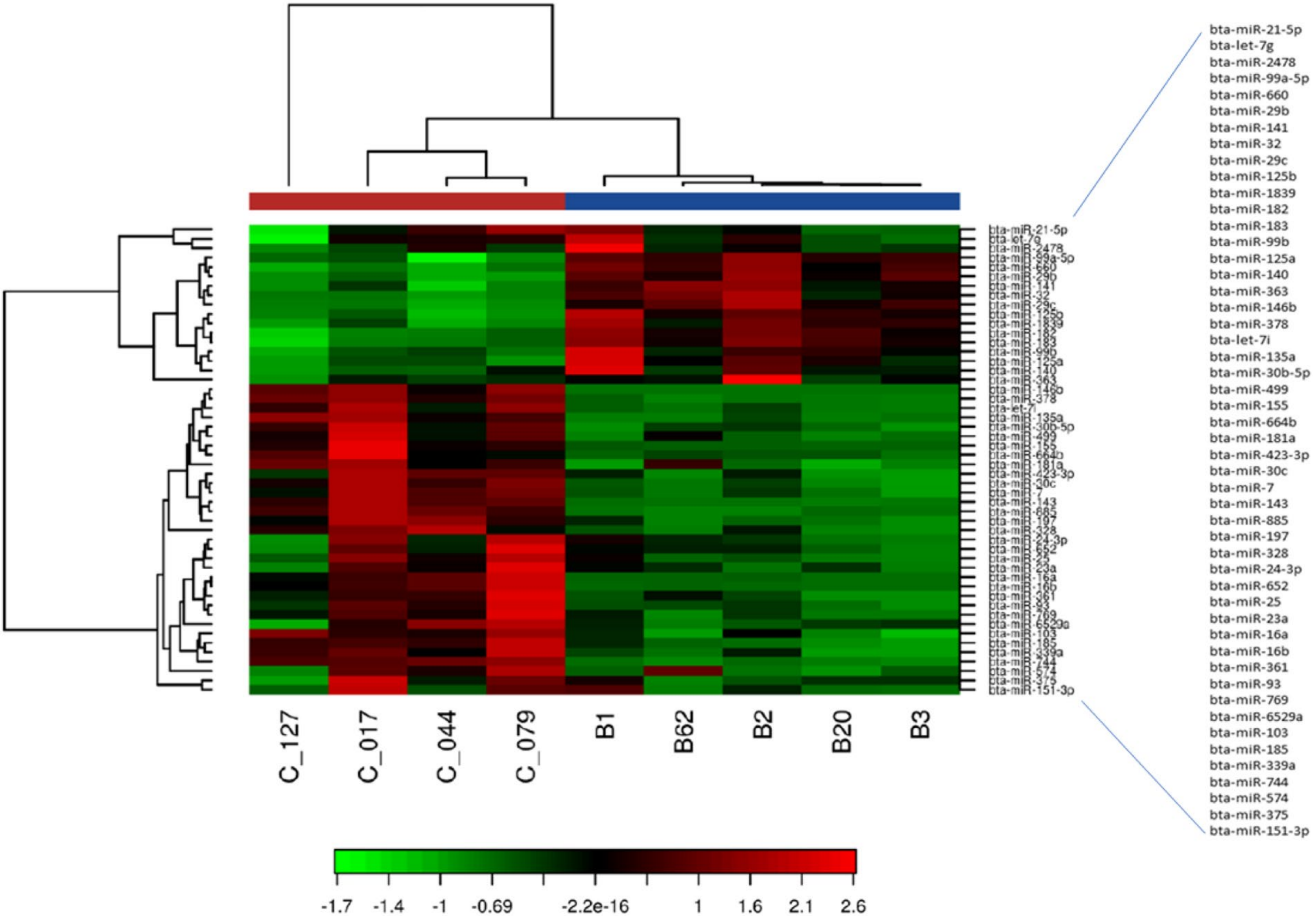
Heat Map and unsupervised hierarchical clustering using each 4 goat and 5 cow samples and the TOP 50 microRNAs with highest CV based on TPM normalized counts. Red and green color represent the expression level above and below the mean, respectively.

For goats, the 10 most abundant miRNAs account for nearly 75% (ranging between 72,7 and 73,8%) of the 295 miRNAs mapped, at least in one sample, referring to the bovine genome. 

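Each goat's own 10 most abundant miRNAs held 73.5% (goat 17), 73.3% (goat 44), 73.0% (goat 79) and 73.8% (goat 127) of its listed TPM, a mean of 73.4 ± 0.31% (SD, n = 4). For the 10 miRNAs of highest goat mean, miR-148a, miR-21-5p, miR-26a, miR-30a-5p, miR-146b, let-7a-5p, miR-30d, miR-200a, miR-200b and let-7f, the share ran from 72.7% to 73.8%. The narrow range of this sum hides larger differences between goats in single miRNAs. miR-148a alone took from 23.3% in goat 44 to 33.3% in goat 127, and miR-21-5p ran from 10333 to 50824 TPM.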

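In cows the animal's own 10 most abundant miRNAs held 79.9% (cow 1), 80.3% (cow 2), 79.7% (cow 3), 78.8% (cow 20) and 79.3% (cow 62) of the listed TPM, a mean of 79.6 ± 0.55% (SD, n = 5). The goat share minus the cow share was -6.17 percentage points, and each cow was above each goat (two-sided exact permutation test, p = 0.00794). miR-99a-5p, miR-200c and let-7b were in the cow top 10 and not in that of goats, while miR-146b, miR-30d and let-7f were in the goat top 10 only. When miR-148a was left out, the difference was -4.70 percentage points (two-sided exact permutation test, p = 0.00794).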

For cows, the 10 most abundant miRNAs account for nearly 80% (ranging between 78,8 and 80,0%) of the miRNAs mapped. The most abundant miRNAs in both species is *miR-148a*, which occupies almost systematically the pole position in milk-derived miRNAs profiling studies, whatever the mammalian species considered, including human^22,23^ and pig^24^. Our results are validated by the comparison with data previously reported in cow and human, showing a close pattern of abondance (Table 3). 

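The goat and cow top 10 shared 7 miRNAs, miR-148a, miR-21-5p, miR-26a, miR-30a-5p, let-7a-5p, miR-200a and miR-200b. Over all 296 entries Spearman's rho of the species means was 0.71, taken across miRNAs, which are not independent replicates. The top 10 lists of the other cow study and the 2 human studies in Table 3 name 16 different miRNAs, of which 10 were in the goat top 10 and 10 in the cow top 10. let-7b, let-7c, miR-99a-5p and miR-200c of the other cow list ranked 12, 33, 13 and 11 in goats, and 9, 24, 8 and 7 in cows. miR-146b, listed in 1 human study, was within the top 10 in goats and ranked 68 in cows. From the closeness of these lists the paper concludes that its sequencing results hold.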

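Among the 16 miRNAs of the other studies' top 10 in Table 3, 3 were outside the top 10 of both species here, miR-22-3p, miR-24-3p and let-7c. miR-22-3p was at 3372 ± 938 TPM in goats (SD, n = 4; rank 16) and 3689 ± 930 TPM in cows (SD, n = 5; rank 14). miR-24-3p was at 732 ± 310 TPM in goats (rank 39) and 515 ± 101 TPM in cows (rank 42), and let-7c at 1031 ± 299 TPM and 1542 ± 374 TPM. On the deposited TPM the species difference did not pass the test for any of the 3 (adjusted p = 0.664, 0.246 and 0.0652, limma). let-7c passed it, as lower in goats, after scaling to the listed tags (adjusted p = 0.00627, limma), with median-of-ratios scaling (adjusted p = 0.00243, limma) and in 2 of the 9 runs with an animal left out. miR-24-3p passed it, as higher in goats, after scaling to the listed tags (adjusted p = 0.0178, limma) and in 1 of these runs. All 16 miRNAs were above 0 in each of the 9 animals, and the lowest place of any in a single library was rank 75, for miR-146b.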

The miRNAs, which were not in the TOP 10 miRNAs of the present study, were detected with a lower rank but were present.

**Table 3:** The TOP 10 miRNAs in goat, cow milk-derived extracellular vesicles obtained in the present study (a) compared with cow (b)^25^ and human (c^22^; d^23^) data.

rank	Goat^a^	Cow^a^	Cow^b^	Human^c^	Human^d^
1	***miR-148a***	***miR-148a***	***miR-148a-3p***	***miR-148a-3p***	***miR-30d-5p***
2	***miR-21-5p***	***miR-21-5p***	***let-7a***	miR-22-3p	***miR-148a-3p***
3	*miR-26a*	*miR-30a-5p*	let-7b	***miR-30d-5p***	***miR-200a-3p***
4	***miR-30a-5p***	*miR-26a*	***miR-21-5p***	let-7b-5p	miR-200c-3p
5	miR-146b	***let-7a-5p***	miR-99a-5p	***miR-200a-3p***	***let-7a-5p***
6	***let-7a-5p***	***miR-200a***	***let-7f-5p***	***let-7a-5p***	***miR-200b-3p***
7	***miR-30d***	miR-200c	let-7c	***let-7f-5p***	***miR-21-5p***
8	***miR-200a***	miR-99a-5p	miR-200c	miR-146b-5p	let-7b-5p
9	***miR-200b***	let-7b	*miR-26a-5p*	miR-24-3p	*let-7f-5p*
10	***let-7f***	***miR-200b***	***miR-30d***	***miR-21-5p***	***miR-30a-5p***

The bold italics depict the miRNAs present at least once in the TOP10 of each species, underlined italics those present in ruminant species.

## Data Availability

No custom code was written.

How the deposited data were processed for this re-analysis (not part of the article)

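Small RNAs of milk-derived EVs were sequenced in 9 animals, 5 cows and 4 goats, with 1 library per animal. The animals were taken as replicates of their species from the sample labels and the codes in the paper's figures. Milk was sampled at 30 ± 7 days postpartum in cows and 26 ± 9 days in goats, as the paper gives them for each group.

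The authors prepared the libraries with a NEBNext kit, sequenced them on a NextSeq instrument, trimmed adapters and counted tags on bovine miRBase entries, using the bovine reference for goats too. The mapping program, its version and the genome build are not given in the sources used here. The deposited score is the authors' TPM written as whole numbers, for 296 entries in 9 libraries. The entries add up to 23.9% to 42.0% of the total to which the TPM of a library are scaled. Which tags make up that total is not given in the sources used here, and its remainder was not analysed. The paper gives mean read numbers by species, higher for goats. Because the TPM keep no read number, the depth of each library and its counting error are unknown, no interval was computed, and methods for read counts and thinning to equal depth were not run although they had been listed beforehand. The test used instead is the one for normalized values that had been set as the main test.

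Differences between species were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a trend of variance on mean level, for the 217 entries above 1 TPM in at least 4 libraries. P-values were adjusted by Benjamini-Hochberg and 0.05 was the threshold. A total of 20 lists of miRNA families, clusters and cell type markers was written before the data were examined, and those with at least 3 tested entries were tested with fry, whose direction is that of the whole set and is not compared with other miRNAs. The named miRNAs are those in the paper's text and Tables 1 and 3, the 10 largest increases and 10 largest decreases among entries past the threshold with no overlap between species and a mean of at least 10 TPM in a species, and up to 4 entries of highest mean per list. The values of Table 1 had been seen when this rule was written. miR-10a, miR-18a, miR-24, miR-30b-5p, miR-146a, miR-155, miR-181b, miR-205, miR-342, miR-370, miR-411a, miR-451, miR-486, miR-487b, miR-543, miR-708 and miR-2419-3p fall outside this rule and were chosen after their values were seen.

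Call rates, shares and component scores were compared with two-sided exact permutation tests over all splits of the 9 animals into 4 and 5. For the PCA and clustering, 50 entries were chosen by coefficient of variation among the 155 above 0 in all libraries. Python 3.11 tools were used for these steps, namely numpy, pandas and scipy. The model was tested on simulated data with the 217 entries and the spread of the goat and cow comparison. There it called 58.2% of entries changed by 1 on the log2 scale, 93.8% of those changed by 2 and 98.2% of those changed by 3, and 3.66% of its calls were false. In each simulated set 60 entries were changed and error was drawn separately for each entry. Errors shared by the entries of a library were thus left out, and the false share in the real data is not known. Neighbouring miRNA genes were taken from NCBI RefSeq for the ARS-UCD2.0 assembly, in which 294 of the 296 entries matched a gene name. No coordinates are given, because the build of the deposited values is not stated.

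The alternatives were other pseudocounts (0.1 and 10), other filters, scaling to the listed tags, with and without miR-148a, and by median of ratios, limma without a trend and with species weights, other choices of miRNAs and of scale for PCA and clustering, other linkages and distances, and leaving out each animal in turn. Putative new miRNAs of the paper were not analysed here.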

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

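All tests of explanations in this part, and the criteria they were held to, were written after the results were seen, those for the other splits of the animals included. The calls between species exceeded those of other groupings of the same 9 animals. The real split gave 133 miRNAs and 7 lists. Of 100 drawn splits, the real one included, 1 gave as many miRNAs and 1 as many lists. The highest other values were 99 miRNAs and 6 lists. This test can give no share below 1 in 100, so it makes chance unlikely for both results but does not exclude it. For the lists the margin was narrow, 7 against 6. Species, farm, breed, goat milk acidification and the use of another species' reference for goat reads stay together in this design.

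A signal outside the miRNAs the paper discusses appeared in a run of neighbouring miRNA genes around miR-379 and miR-410 in the ARS-UCD2.0 assembly, known in mammals as an imprinted cluster. All 24 tested entries of this run were higher in goats, with no overlap between species. Over all 217 tested entries 81 were higher, and 51.2% had no overlap. For the 15 at 0 in every cow, direction and lack of overlap were fixed by the filter, above 1 TPM in at least 4 libraries. The same holds for miR-493, miR-411c-5p and miR-323, which were at most at 1 TPM in a cow. Of the 34 listed entries of the run, 25 were found only in goats. Together the 34 entries held 1098 ± 351 TPM in goats (SD, n = 4) and 21.4 ± 12.9 TPM in cows (SD, n = 5; two-sided exact permutation test, p = 0.00794), led by miR-411a, miR-379, miR-127, miR-381 and miR-154c. Scaling of the libraries is argued against, since under each of 3 other scalings all 9 entries not listed at 0 in every cow still had every goat above every cow. The lowest goat was at least 9.6 times the highest cow for each of the 9, while these scalings changed libraries relative to each other by at most 1.77 times. The other 15 entries were at 0 in every cow, which no scaling alters, and were left out. RNA of endothelial or stromal cells could not be told apart, because only 3 of its markers were tested and they moved apart: their median log2 fold change was -0.035 (SD 2.54), against 3.43 for the run, while miR-143 alone was higher by 3.85. The criterion for this test was changed after its value was seen, and the test on scaling was narrowed to the 9 entries after it had been run on all 24. The paper's Methods remove somatic cells and debris by centrifugation and filter the whey before the EVs are isolated, so such RNA would have to come from EVs or fragments passing these steps. A species difference in the expression of the cluster, a farm difference and the acid step also stay open, untested.

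A further signal was the 8 entries listed at 0 in all 4 goats with a cow mean of at least 10 TPM (miR-2285t, miR-2419-5p, miR-6524, miR-6522, miR-6120-3p, miR-2419-3p, miR-6517 and miR-2336). Their absence may come from bovine reference entries with no matching goat sequence. All 8 have names numbered from 2000, against 11 of the other 159 entries of at least 10 TPM in a species (two-sided Fisher's exact test, p = 5.97e-09), which is in line with this explanation. Among the 7 entries listed at 0 in all cows with a goat mean of at least 10 TPM, 0 have names numbered from 2000. miR-3431 has such a name and was high in goats and near 0 in cows. Goat reads were not matched to a goat reference here, so a true absence stays open.

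The leukocyte miRNAs, 8 of 11 higher in goats, varied between goats. Scaling of the libraries is argued against, since 6 of them had every goat above every cow in the deposited values and at least 7 under each of 3 other scalings. A single leukocyte source carrying miR-146b, miR-223 and miR-142-5p in 1 ratio could not be decided on. The ratio of miR-146b to miR-223 was 195, 52.7, 44.2 and 856 in goats 17, 44, 79 and 127. It differed 19.4-fold between goats 79 and 127, while that of miR-223 to miR-142-5p differed at most 2.50-fold. The 19.4-fold rests on goat 127 alone, where miR-223 was at 16 TPM and miR-142-5p at 14 TPM. Another leukocyte type, or miR-146b made by mammary epithelium, could account for the high miR-146b and was not tested. As somatic cells and debris were removed and the whey filtered, leukocyte RNA would have to come from EVs or fragments passing these steps.

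Single animals far from the others of their species were found for 5 of 163 groups tested among the named miRNAs and library values with at least 10 TPM, where chance gives about 8.15. These were miR-107 in cow 2 (81 TPM, others 33 to 44), miR-181a in cow 62 (1400 TPM, others 403 to 666), miR-200b in cow 1 (13407 TPM, others 7222 to 8853), miR-499 in cow 62 (97 TPM, others 49 to 61) and miR-9-5p in goat 44 (35 TPM, others 2 to 7).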

How the results depend on the processing

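The PCA on linear TPM of the 50 miRNAs of largest SD was chosen after seeing the data; the other settings were set beforehand. The log2 fold changes of miR-146b, miR-224 and miR-378, the call rate above 1 TPM, the share of the 10 most abundant miRNAs, the share of the first 36 and the clustering kept their direction and call under all settings run. The size for miR-224 depended on the pseudocount, with a log2 fold change of 8.73 in the main test, 10.0 with pseudocount 0.1 and 6.20 with pseudocount 10. The number of miRNAs differing between species was 133, and 80 with a filter above 10 TPM in at least 4 libraries and 72 among miRNAs above 0 in all libraries, where fewer miRNAs were tested (150 and 155); it was 158 without a filter and within 1.5 times 133 with any animal left out. The number of lists was 7, 9 under each of 2 other scalings, and 7 to 9 with an animal left out. The call rate above 10 TPM kept its direction, with 9.47 to 12.8 more miRNAs in goats when an animal was left out, but lost its call without any of 8 animals, where fewer animals were compared. Counting miRNAs above 0 in all libraries gave 155 in place of 296. Spearman's rho of the species means was 0.71, 0.73 for miRNAs above 1 TPM in at least 4 libraries, and 0.705 to 0.721 with an animal left out; the cause was not tested. Species took 30.5% of the first component on linear TPM of the 50 miRNAs of largest SD (two-sided exact permutation test, p = 0.143), where the most abundant miRNAs weigh most; in every other setting it took 85.3% or more. Among the 93 tested miRNAs named by the rule, no called miRNA changed direction under another setting. For these miRNAs 55 comparisons became called and 16 lost their call. The miRNAs named outside the rule were not followed singly under the other settings. No paired analysis was possible because goats and cows share no animal numbers. Count models and thinning to equal depth were not run, since reads cannot be recovered from rounded TPM, and this also leaves values of a few TPM without a known precision.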

Differences from the paper's values

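For miR-378 the ratio of goat to cow mean TPM was 10.4, while the paper's value in the text is 100. The ratio differed from the paper's under each alternative set before the data were examined, from 9.30 to 13.3 with an animal left out, 11.6 after scaling to the listed tags and 10.1 with median-of-ratios scaling. The means in the paper's Table 1 give a ratio close to the one found here.

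The paper places the separation of the species mainly on the second component of its PCA, with variation between individuals on the first. Here species took 98.8% of the first component and 0.00498% of the second. No setting run placed the species mainly on the second component; on linear TPM of the 50 miRNAs of largest SD, chosen after seeing the values, species took 30.5% of the first and 16.4% of the second. In the paper's Fig. 7 goat 127 splits off first and the other goats then part from the cows, whereas here the goats formed 1 cluster apart from the cows in each setting run.

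In its background the paper gives an average of 239 miRNAs above 1 TPM for cows and 163 for goats, while its results give goats the higher numbers. Here goats had 212.5 and cows 180.4, but these TPM are whole numbers, so values written as 1 are left out. Counting values at or above 1 TPM, set before the data were examined, goats had 228 to 247 with a mean of 239.2 and cows a mean of 212.8, so the number the paper gives for cows is near that of the goats here, and at or above 10 TPM goats had 143 to 154. These goat ranges match the paper's.

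Of the 72 mean TPM values in the paper's Table 1, 70 were within 1 TPM of those found here, and 66 of 72 ranks were equal. miR-30f, at rank 35 in goats here, is absent from the paper's Table 1, which places miR-532 and miR-224 1 rank higher than found here. The table here holds 296 entries, 1 more than the paper states.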

Other observations

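The test on neighbouring miRNAs was chosen after the results were seen. Among lists not described with the article, the group of miR-99, miR-100, miR-125 and miR-10 had 4 of 7 entries lower in goats (miR-99a-5p, miR-99b, miR-125a and miR-125b) and 1 higher, miR-10a, which was listed at 0 in all cows. The set did not pass the test (fry, adjusted p = 0.380). Adjusted over the list alone the counts were again 4 and 1. miR-125b was at 212 ± 49.2 TPM in goats (SD, n = 4) and 532 ± 128 TPM in cows (SD, n = 5). The miR-30 family had 2 of 7 entries higher, miR-30b-5p and miR-30c, and none lower (fry, adjusted p = 0.0615). It had 4 higher and 1 lower after scaling to the listed tags (fry, adjusted p = 2.11e-04) and 3 higher and 1 lower with median-of-ratios scaling (fry, adjusted p = 3.36e-04). In the miR-23, miR-27 and miR-24 clusters 2 of 7 entries were lower, miR-27b and miR-24, and none was higher. These counts depend on the setting: 1 was higher and 2 lower with median-of-ratios scaling, 3 higher and 2 lower after scaling to the listed tags, and 4 higher and 2 lower without goat 127. The miR-24 entry was scarce, at 3.75 TPM in goats and 9.0 TPM in cows. The abundant miR-24-3p, at 732 TPM in goats and 515 TPM in cows, did not pass the test (adjusted p = 0.246, limma). It was higher in goats after scaling to the listed tags (adjusted p = 0.0178, limma). The miR-200 family had 1 of 5 entries lower, miR-141, or 2 with median-of-ratios scaling, and 1 higher and 1 lower after scaling to the listed tags. In the miR-17-92 and paralog clusters 3 of 14 entries were higher (miR-18a, miR-93 and miR-25), or 2 adjusted over the list alone, and 3 higher and 2 lower with median-of-ratios scaling. Adjusted over the list alone, 0 or 1 was higher when any animal other than goat 127 was left out. The call of miR-25 is near the threshold (adjusted p = 0.0496, limma) and was lost in 7 of the 9 runs with an animal left out. Of the pair miR-103 and miR-107, miR-103 was higher.

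Of the markers of other tissues, the 2 tested erythrocyte entries, miR-16b and miR-25, were higher in goats, with the same limit for miR-25, and both are also expressed in many other cell types. miR-451 was at 7.25 ± 12.6 TPM in goats and 0.60 ± 0.89 TPM in cows, and miR-486 at 4.00 ± 4.76 TPM and 2.00 ± 3.39 TPM, and neither was tested. Without goat 79 the goat means were 1.00 and 1.67 TPM, and without cow 1 the cow means were 0.25 and 0.50 TPM. The muscle entry miR-499 was higher in goats at 132 ± 49.5 TPM against 62.6 ± 19.8 TPM. None of the 4 tested liver and brain entries passed the test, although 1 was higher in 4 of the 9 runs with an animal left out. Of the 3 tested entries of the miR-148 and miR-152 family none passed it on the deposited TPM, while 2 were lower in goats with median-of-ratios scaling and 1 after scaling to the listed tags. miR-16a and miR-16b, which differ little in sequence and may share reads, were at 542 ± 275 and 538.5 ± 275 TPM in goats, and at 62.8 ± 15.5 and 25.6 ± 7.54 TPM in cows.

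A hypothesis was that neighbouring miRNAs, which can share a transcript, differ between species by similar amounts. Leaving out the run around miR-379 and the neighbourhood of miR-224, and taking 1 arm per hairpin, 46 miRNAs fell into 18 groups of neighbours less than 10000 bases apart. The mean SD of the log2 fold change within a group was 0.81, against 1.01 over 10000 permutations (one-sided permutation test, p = 0.0228), which is consistent with the hypothesis. This set was narrowed after a wider set of 65 miRNAs, with both arms and the neighbourhood of miR-224, had given p = 0.0001, the smallest the permutations can give. Neighbours of similar sequence may share reads, which was not tested.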
